A study of Mus musculus with 16 samples. Its data were reported in "Identification of a novel PPARβ/δ/miR‐21‐3p axis in UV‐induced skin inflammation" (2016).

How the data were processed

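Dorsal skin miRNA was profiled on 16 single-colour Agilent mouse miRNA arrays, with 4 arrays in each of 4 groups. The groups combined genotype (WT, Ppard+/+, or KO, Ppard−/−) with irradiation (none, or 12 weeks of UVB at 70 mJ/cm2 per exposure). Group and replicate number were taken from the sample titles. Per the labels, 100 ng of total RNA from each sample was ligated to a Cy3-labelled nucleotide and hybridised to 1 array. Per the file headers, the slides were read with Agilent Feature Extraction 9.5.3.1 and the array design was number 19119, whereas the methods name a later release of the mouse array, so the release behind these files was taken from the files themselves. Beside control features, each array held 11540 spots for 577 miRNAs, of which 10 were viral. The headers place the miRNAs on the mm9 genome build, and every coordinate given is the position of the miRNA on that build as the files list it.

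The deposited scanner files hold intensity values on a linear scale, with no normalization between arrays. Per the file headers, the scanner software subtracted a spatially fitted background from each spot and summed the spots of each miRNA into a total gene signal, which can be negative, with a yes or no detection call. The deposited series table holds log2 values that the authors normalized between arrays, by an invariant set and by quantiles according to the methods. Its 16 columns covered 599 features, their medians were identical, and each column's ranks matched those of the same array's total gene signal best, with a Spearman correlation of at least 0.999 across miRNAs. The offset used before the authors took logarithms is not stated. All main results come from the scanner files, and the series table served as an alternative.

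Total gene signals were quantile normalized between the 16 arrays (limma 3.58.1 in R 4.3.3). Values under a floor of 19.4 signal units were set to it, and log2 was taken (floor 4.28). The floor was the median over arrays of the 5th percentile of normalized signal among the miRNAs detected on that array. Fold changes are therefore on a floored log2 scale, which understates the change of dim miRNAs. Because quantile normalization hands out values by rank, the brightest miRNAs take the same value on arrays where they hold the same rank. A miRNA was tested when it was detected on all 4 arrays of at least 1 group, which left 228 miRNAs, 3 of them viral, and 167 of the 228 were detected on all 16 arrays. One group-means model (lmFit and eBayes) was fitted to all 16 arrays, with no replicate block. The prior carried 0.802 degrees of freedom beside 12 residual ones, so little spread was shared between miRNAs. The 5 contrasts were KO minus WT without irradiation, KO minus WT after irradiation, UV minus none in WT, UV minus none in KO, and the interaction, defined as the UV effect in WT minus that in KO. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 over the 228 tested in that contrast.

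MiR-21-3p, the miRNA that the study follows, was at or under the floor on all 16 arrays and did not meet the detection rule. The planned limma fold change could not be had for it, so its normalized signals were compared in signal units with exact two-sided permutation tests of 4 against 4 values, and the interaction with 4900 permutations of genotype within irradiation state. With 4 against 4 arrays the smallest p that these tests can give is 0.0286. Where a group of arrays did not detect a miRNA at all, the difference was computed as a bound. It was the bright group's mean over a mean in which each dim array counted as the higher of its lowest detected signal and the miRNA's own signal. Where the own signals were the higher ones, as for miR-379 after irradiation, the value is the plain fold change and no bound. The bright group's mean kept the floor, which can raise the value.

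The miRNAs named in each contrast followed a rule set before the data were examined. Both strands of miR-21 and miR-103 (with sno234, a qPCR reference of the study) were named in every contrast. Added were up to 3 with the largest rise and 3 with the largest fall. These came from called miRNAs detected on all arrays of the groups compared. Where none was called, the 3 with the smallest p were named. The groups, the contrasts, the call, the cell type lists and the alternatives were also set before the data were examined. The lists were skeletal muscle, keratinocyte, leukocyte, erythrocyte, and fibroblast and vessel miRNAs. The alternatives changed the normalization (75th percentile over miRNAs detected on all arrays or over all miRNAs, an invariant set of 83 miRNAs, quantiles within each slide, or none), the signal (processed spot signals, normexp with an offset of 50, or the authors' series table), the filter, the floor (1 signal unit), the replicate number as a block, the arrays in the fit, the moderation, the slide row as a covariate, the threshold and the test, and left out each array in turn. A single alternative was chosen after the data were seen, a limma fit of miR-21-3p with no filter and a floor of 1 signal unit together.

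The labels do not say what a replicate number stands for. Deviations of same-numbered WT UV and WT no UV arrays from their group means correlated at 0.13 to 0.32 across miRNAs, over 0.1 in all 4 pairs, so for UV minus none in WT the numbers were treated as a possible pairing. In the other compared groups not every such pair was over 0.1. The slide and the scan of each array were taken from the file headers. All irradiated arrays lay on 1 slide and all others on another, so UV and slide cannot be told apart, whereas both genotypes shared each slide. Gene names and neighbours came from a RefSeq gene table on GRCm38.p6, a different build whose coordinates are not given here; the names of 401 of the 577 miRNAs matched it. The fit was tested on data simulated for the 228 miRNAs with 40 changed by 1.50 on the log2 scale in the KO UV group. The 40 were drawn from miRNAs with a mean over 1 log2 unit above the floor. The real calls had median sizes of 0.56 to 0.68 by contrast, so recovery of dim or smaller changes was not tested. In KO minus WT after irradiation 39 of the 40 were recovered with 4 false calls, in UV minus none in KO 40 with 13 false calls, and in the interaction 37 with 5 false calls. With 13 false among 53 simulated calls, the KO UV count below may hold more false calls than its threshold states. The median size of the false calls was 0.55, 0.33 and 0.41 in the same order. With no change simulated, 0 miRNAs were called in any contrast. Precision is limited by the number of arrays.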

Results

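The data collected were miRNA levels in dorsal skin of hairless-background mice (SKH1-C57/Bl6-SV129) that carry or lack Ppard, the gene for the nuclear receptor PPARβ/δ. Skin was taken without irradiation or after 12 weeks of repeated UVB, giving 4 groups of 4 arrays: WT no UV, KO no UV, WT UV and KO UV. The total signal per array ranged from 170979 to 395200 intensity units. It averaged 219156 ± 38792 (SD, n = 4) in WT no UV, 325873 ± 59499 in KO no UV, 264515 ± 37294 in WT UV and 213597 ± 12657 in KO UV. The software detected 227.5 ± 13.5 miRNAs per array in WT no UV, 249.25 ± 15.5 in KO no UV, 199 ± 4.97 in WT UV and 188.5 ± 4.80 in KO UV. KO arrays were brighter than WT arrays without irradiation and dimmer after it, each at an exact permutation p of 0.0571, and within KO the irradiated arrays were dimmer at p = 0.0286, the smallest that the exact test can give. None of the 8 such tests of total signal and detected miRNAs fell under 0.05 after adjustment; the lowest adjusted p was 0.0571.

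The slide of the irradiated arrays was noisier. The SD of its negative control spots averaged 9.72, against 4.04 on the other slide, and the local background averaged 127 against 64.6 intensity units. Each slide held 1 irradiation state, so every difference between irradiated and non-irradiated skin is also a difference between slides. On the irradiated slide the WT arrays filled row 1 and the KO arrays row 2, whereas on the other slide both genotypes lay in both. Across miRNAs, which are not independent replicates, log2 signals of arrays of the same group correlated at 0.976 to 0.996 (Pearson's r, 24 pairs), and those of arrays on different slides at 0.961 to 0.986 (64 pairs). The arrays do not measure Ppard mRNA, so the genotype labels were not checked here.

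The study asked which miRNAs respond to UV through PPARβ/δ, and followed miR-21-3p, the passenger strand of the miR-21 hairpin (mmu-miR-21* on the array; chromosome 11, 86397584 to 86397598, mm9). Its gene, Mir21a, lies within the span of Vmp1 in the RefSeq table. MiR-21-3p was detected on 2 of 4 WT no UV arrays, 2 of 4 KO no UV arrays, 1 of 4 WT UV arrays and 0 of 4 KO UV arrays. Its normalized signal was 9.15 ± 3.38 (SD, n = 4), 5.99 ± 2.47, 9.04 ± 1.59 and 1.79 ± 2.13 units in the same order, all under the floor of 19.4. The software's own error on a single value averaged 3.15, 3.1, 5.64 and 5.47 units in these groups, so most of the signals were close to their error. At these signals a fold change was not measurable.

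The signal of miR-21-3p did not differ between irradiated and non-irradiated WT skin, with a difference of -0.11 units and an exact two-sided permutation p of 0.943. In irradiated skin it was lower in KO than in WT by -7.25 units, and all 4 KO arrays lay under all 4 WT arrays, which gives an exact p of 0.0286, the smallest possible, and 0.143 after adjustment over the 5 tests. In non-irradiated skin the KO minus WT difference was -3.16 units (exact p = 0.257, adjusted 0.363). UV minus none in KO was -4.21 units (exact p = 0.0571, adjusted 0.143). The interaction was 4.09 units (permutation p = 0.290, adjusted 0.363). None of the 5 differences passed the correction. The alternative that moved the irradiated KO minus WT difference most in signal units was scaling to the 75th percentile of the miRNAs detected on all arrays, which gave -5.98 units with the same exact p.

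**Figure D1:**
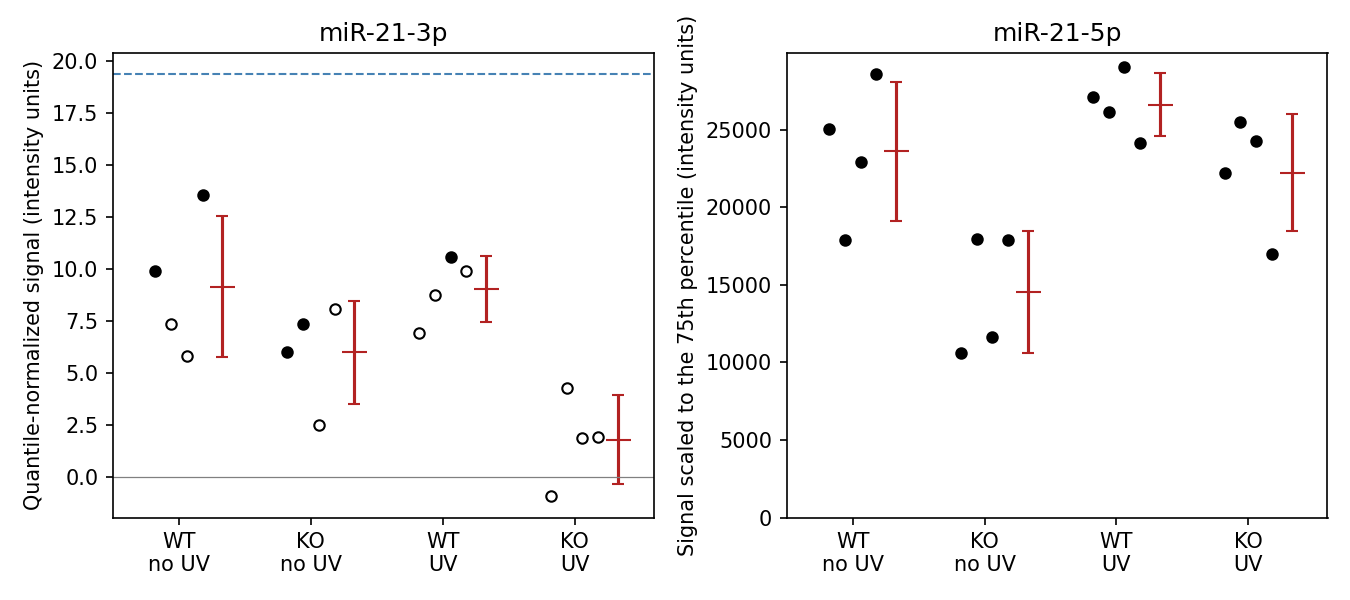
MiR-21-3p and miR-21-5p on each array. Left, quantile-normalized miR-21-3p signal in intensity units, with the floor of 19.4 as a dashed line. Filled points are arrays that detected it and open points arrays that did not. Right, miR-21-5p signal in intensity units after scaling to the 75th percentile. Red lines are group means ± SD of 4 arrays. Every miR-21-3p value lies under the floor, and the KO UV values, from -0.94 to 4.27, lie under the WT UV values, from 6.94 to 10.6.

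The guide strand miR-21-5p (mmu-miR-21; chromosome 11, 86397622 to 86397641) was among the brightest miRNAs on every array. Its normalized log2 signal was 14.41 ± 0.35 (SD, n = 4) in WT no UV, 13.73 ± 0.17 in KO no UV, 14.59 ± 0.00 in WT UV and 14.41 ± 0.35 in KO UV. It held the top rank on 3, 0, 4 and 3 of the 4 arrays of these groups, so several of its values are tied by the normalization and its SD of 0 is not a measured spread. Scaled to the 75th percentile instead, its signal was 23596 ± 4474, 14527 ± 3941, 26604 ± 2019 and 22228 ± 3745 units. In non-irradiated skin KO minus WT was -0.68 (limma adjusted p = 0.0635), which failed the correction. Without WT no UV replicate 2 the difference was -0.87 at an adjusted p of 0.00545 by limma. In irradiated skin KO minus WT was -0.18 (adjusted p = 0.913). UV minus none was 0.18 in WT (adjusted p = 0.545) and 0.68 in KO (limma adjusted p = 0.0173). The rise in KO lost its call without KO no UV replicate 3, at an adjusted p of 0.0532, and had an exact permutation p of 0.0857. The difference between the UV effects, -0.50, was not past the threshold either (adjusted p = 0.497).

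The comparison of KO with WT skin without irradiation asked what PPARβ/δ does to skin miRNAs at baseline. With limma, 0 of the 228 tested miRNAs were called, and 36 had an unadjusted p under 0.05. The 3 with the smallest p all failed the correction at an adjusted p of 0.0552. MiR-126-3p (chromosome 2, 26446925 to 26446943; Mir126a, within Egfl7) was higher in KO by 0.33, at 11.10 ± 0.13 against 10.77 ± 0.12 (log2 mean ± SD, n = 4). MiR-133a* (chromosome 18, 10782948 to 10782967) was higher by 0.86, at 8.38 ± 0.29 against 7.52 ± 0.43. The viral mghv-miR-M1-2 probe set was lower by -0.49, at 5.14 ± 0.15 against 5.63 ± 0.19, a difference that was 0.02 in unnormalized signals. These failures depended on the processing. Among the alternatives that kept every array and the threshold, miR-133a* passed under 12 of 15 (adjusted p from 0.00588 to 0.275), miR-126-3p under 5 of 15 (0.00744 to 0.435) and mghv-miR-M1-2 under 6 of 14 (0.0357 to 0.893). All 3 passed without WT no UV replicate 2 (limma adjusted p of 0.00158, 0.00659 and 0.00794 in that order) and without KO no UV replicate 4 (0.0184 each). The count of 0 rested on few arrays and on the processing. It became 16 without WT no UV replicate 2 and 5 without KO no UV replicate 4, and 119 with no normalization, the alternative that moved it most.

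The comparison of KO with WT skin after 12 weeks of UV asked which miRNAs depend on PPARβ/δ in chronically irradiated skin. It gave 5 calls among 228 tested, all lower in KO, and 21 miRNAs with an unadjusted p under 0.05. The naming rule covered miR-34c and miR-322. The other 3 were named after their values were seen. MiR-34c (chromosome 9, 50911181 to 50911200; within Btg4 and Hoatz) differed by -0.66 (limma adjusted p = 0.00500), with log2 signals of 6.15 ± 0.13 in WT UV and 5.49 ± 0.25 in KO UV (SD, n = 4), and lost its call without WT UV replicate 3 or KO UV replicate 3, at adjusted p-values of 0.0514 and 0.0531. MiR-322 (chromosome X, 50407483 to 50407504) differed by -0.42 (limma adjusted p = 0.0136), with 7.91 ± 0.10 in WT UV and 7.49 ± 0.15 in KO UV. It was detected on all arrays of both groups, but was called under only 5 of the 15 alternatives that did not leave out an array or change the threshold.

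MiR-136 (chromosome 12, 110833541 to 110833562) and miR-379 (chromosome 12, 110947280 to 110947295) were detected on all 4 WT UV arrays and on 0 of 4 KO UV arrays. MiR-136 was at least 2.01-fold higher in WT UV (limma adjusted p = 0.000108). All 4 arrays of each non-irradiated group and 3 of 4 KO UV arrays lay at the floor for it. Its SD was 0.02 in KO UV against 0.21 in WT UV, so the floor reduced the spread behind its p. MiR-379 was 2.03-fold higher in WT UV (limma adjusted p = 0.00155). That value is no bound, since the undetected KO UV signals entered it as they stood. MiR-127 (chromosome 12, 110831102 to 110831119) was detected on all 4 WT UV arrays and 1 of 4 KO UV arrays, and differed by -1.34 (limma adjusted p = 0.00446), with 5.78 ± 0.18 against 4.45 ± 0.17 (log2 mean ± SD, n = 4). In the RefSeq table the miR-136 and miR-127 genes lie within the span of Rtl1. Each of the 3 was called with any single array left out, and miR-127 under 13, miR-136 and miR-379 under 12 of the 14 alternatives that tested them. With slide row as a covariate, which on this slide can be estimated only from the other one, 1 of the 5 calls remained. Genotype and slide row cannot be told apart here.

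**Figure D2:**
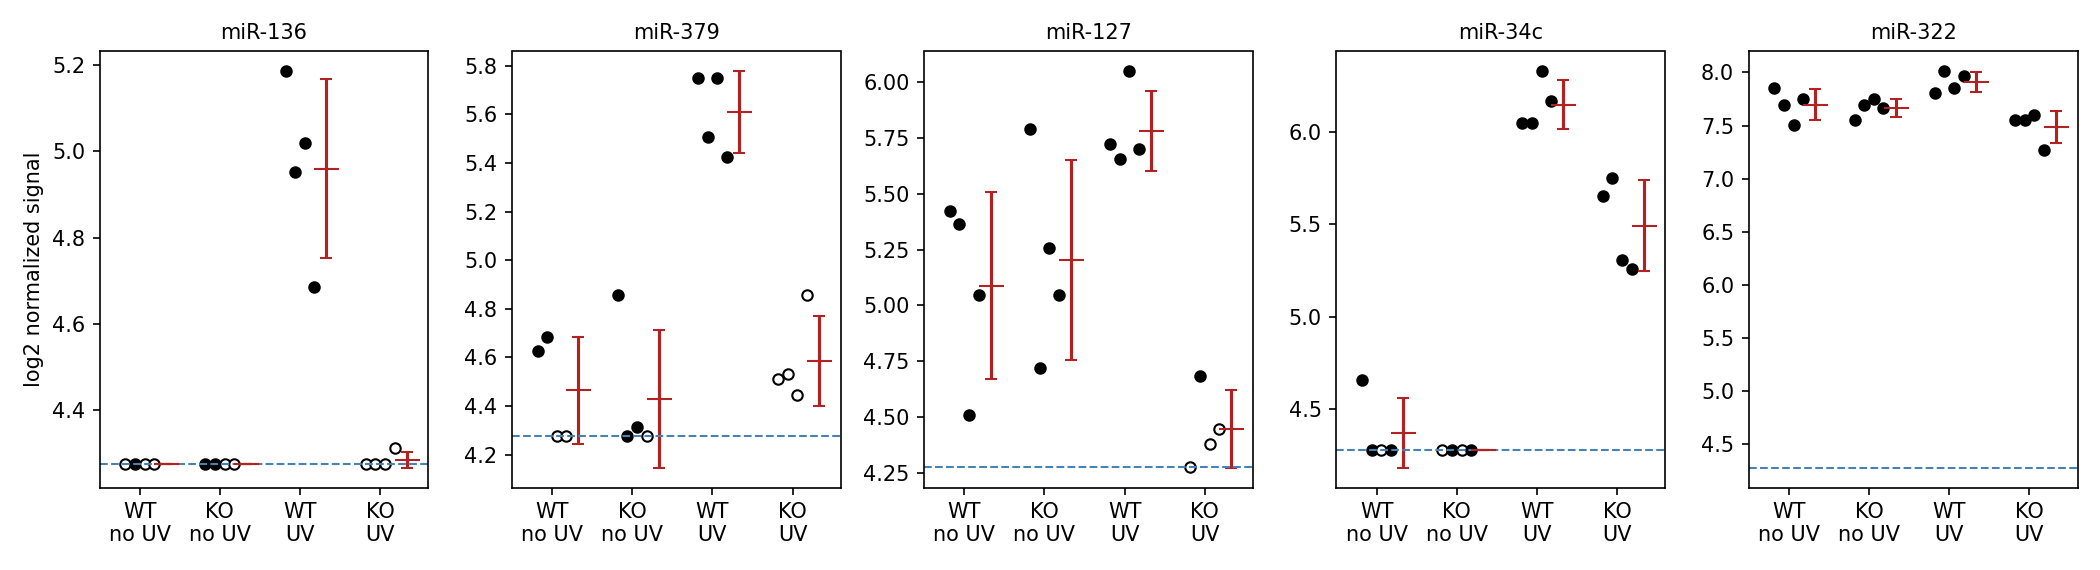
The 5 miRNAs called lower in irradiated KO skin. Each panel gives normalized log2 signal per array by group on its own scale, with filled points for arrays that detected the miRNA, open points for those that did not, the floor as a dashed line and red lines for mean ± SD of 4 arrays. In every panel the 4 KO UV points lie under the 4 WT UV points.

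UV minus none in WT skin asked which miRNAs differ after chronic irradiation where the receptor is present. It gave 37 calls, 21 higher and 16 lower, with 75 miRNAs at an unadjusted p under 0.05. Over the alternatives the count ranged from 9, at the methods' threshold on the adjusted p, to 58. The lower calls included the viral probe sets mghv-miR-M1-2 at -0.72 and mghv-miR-M1-8 at -0.55 (limma adjusted p of 0.000599 and 0.00963). The largest rise was that of miR-34b-5p (chromosome 9, 50911715 to 50911736), by 1.94 (limma adjusted p = 1.00e-05), from 4.71 ± 0.40 to 6.65 ± 0.12 (log2 mean ± SD, n = 4). MiR-31* (chromosome 4, 88556481 to 88556499) rose by 0.88 to 7.37 ± 0.08 (adjusted p = 0.0335), and miR-301a (chromosome 11, 86926558 to 86926578; within Ska2) by 0.85 to 5.90 ± 0.14 (adjusted p = 0.0270). The call of miR-31* was lost in 7 of the 8 fits that left out an array of these groups, at adjusted p-values up to 0.102, and that of miR-301a in 3 of 8, up to 0.0746. The largest falls were those of miR-342-3p (chromosome 12, 109896896 to 109896912; within Evl), by -1.39 (adjusted p = 0.00383), from 10.49 ± 0.49 to 9.10 ± 0.27, and of 2 neighbours on chromosome X. MiR-221 (18723433 to 18723452) changed by -1.32 to 8.79 ± 0.16 (limma adjusted p = 0.000230), and miR-222 (18724029 to 18724042) by -1.30 to 6.78 ± 0.20 (adjusted p = 0.000599). These 3 falls and the rise of miR-34b-5p were called with any single array left out and under all 14 alternatives that tested them.

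In KO skin the same contrast gave 68 calls, 42 higher and 26 lower, with 94 miRNAs at an unadjusted p under 0.05. The count ranged from 3, at the methods' threshold on the adjusted p, to 131 with no normalization, and fell to 35 without KO no UV replicate 3. MiR-34b-5p rose by 1.59 (limma adjusted p = 9.27e-05), from 4.51 ± 0.27 to 6.10 ± 0.17 (log2 mean ± SD, n = 4), miR-31* by 1.45 to 7.34 ± 0.16 (adjusted p = 0.00324) and miR-31 (chromosome 4, 88556518 to 88556534) by 1.30 to 9.99 ± 0.17 (adjusted p = 0.00328). The largest falls were those of miR-145 (chromosome 18, 61807520 to 61807533), by -1.66 to 5.45 ± 0.46 (limma adjusted p = 0.000265), of miR-133a (chromosome 18, 10782911 to 10782928), by -1.25 to 11.44 ± 0.04, and of miR-133b (chromosome 1, 20672918 to 20672936), by -1.08 to 12.40 ± 0.15, both at an adjusted p of 0.00125. All 6 were called with any single array left out and under all 14 alternatives. MiR-196a (chromosome 11, 96126501 to 96126522), which the naming rule left out because 2 of 4 KO no UV arrays detected it, was named after its values were seen. It rose by 2.79 (limma adjusted p = 0.00379), to 7.06 ± 0.38, from 4 arrays that all lay at the floor of 4.28, so the size of the rise is understated. It was called with any single array left out and under the 13 alternatives that tested it (adjusted p up to 0.00991). Both genotypes shared 20 calls, all in the same direction, 14 higher and 6 lower; 17 were called in WT alone and 48 in KO alone. These counts do not show a different response, since a call in one genotype alone is no test of the difference. Their groups shared no arrays but the same 2 slides, so a slide effect would be shared too.

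**Figure D3:**
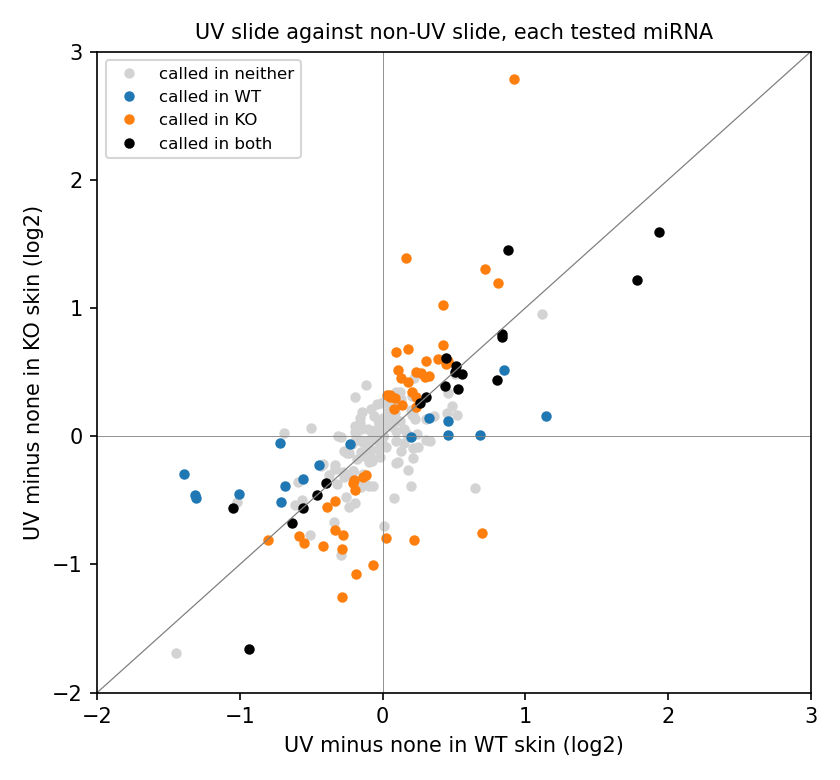
Log2 difference between irradiated and non-irradiated skin in KO against that in WT, 1 point per tested miRNA (228). Colours give the contrasts in which a miRNA was called, and the diagonal marks equal effects. The 20 miRNAs called in both genotypes lie on the same side of 0 on both axes.

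The interaction asked whether the UV response depends on the genotype, and a slide effect that adds equally to both genotypes cancels in it. An effect of slide row does not cancel, since WT and KO lay in different rows of the irradiated slide. The interaction gave 5 calls, with 29 miRNAs at an unadjusted p under 0.05. With slide row as a covariate 0 calls remained. By the naming rule miR-126-3p was named: its UV effect was 0.46 in WT and 0.01 in KO, an interaction of 0.45 (limma adjusted p = 0.0345), with 11.23 ± 0.10 in WT UV and 11.10 ± 0.00 in KO UV (log2 mean ± SD, n = 4; the KO UV arrays were tied by the normalization). Its call was lost in 12 of the 16 fits that left out an array and under 12 of 13 alternatives, at adjusted p-values up to 0.678. The other 4, named after their values were seen, were miR-136 at 0.68 (limma adjusted p = 0.00441), miR-379 at 0.99 (adjusted p = 0.0345), miR-127 at 1.45 (adjusted p = 0.0345) and mghv-miR-M1-2 at -0.66 (adjusted p = 0.0474). KO UV arrays did not detect miR-136 or miR-379, so their interaction values are no measured sizes. Every alternative moved the count by more than 1.5 times; it ranged from 0 to 144, the latter with no normalization, and from 1 to 12 with an array left out, 12 being the count without WT no UV replicate 2. With the replicate block it was 0, and 0 of the 5 calls were kept.

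MiR-103 (chromosome 11, 35595954 to 35595971, gene Mir103-1 within Pank3) was, with sno234, a qPCR reference of the study. It had log2 signals of 9.97 ± 0.08 in WT no UV, 9.96 ± 0.05 in KO no UV, 9.74 ± 0.05 in WT UV and 9.89 ± 0.09 in KO UV (SD, n = 4). Its UV effect in WT was -0.23 (limma adjusted p = 0.00683), a call that was lost under 8 alternatives, the replicate block among them (adjusted p = 0.0640), and changed sign, to 0.17, with no normalization. The other contrasts were not called: KO minus WT was -0.01 without irradiation (adjusted p = 1), where the sign flipped under 3 alternatives, and 0.16 after it (adjusted p = 0.223). Without KO UV replicate 2 the latter was called, at 0.20 (limma adjusted p = 0.0290; 0.175 to 0.571 without any other array). The UV effect in KO was -0.06 (adjusted p = 0.363), which was 0.06 when scaled to the 75th percentile of all miRNAs, and the interaction was -0.17 (adjusted p = 0.319). With no normalization KO minus WT without irradiation, the UV effect in KO and the interaction passed the threshold, at 0.54, -0.51 and 0.68 (limma adjusted p of 0.0136, 0.0135 and 0.0205).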

Values the study reported

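Over non-irradiated skin and skin exposed to UV acutely or for 12 weeks, the study reported 12 main miRNAs that depended on PPARβ/δ with a change of at least 1.5-fold. Its selection threshold for the arrays was a p-value of less than 0.001 together with an absolute fold change of no less than 1.5.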

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

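The tests of the splits, of slide row, of the whole chromosome 12 cluster, of the constant probe background, of tied values and of the local background were chosen after the results were seen; the tests of the untested cluster members and of rank steps where the other values were not all tied were written before.

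The UV effect differed between genotypes for 5 miRNAs by the interaction contrast: miR-136 at 0.68, miR-379 at 0.99, miR-127 at 1.45, miR-126-3p at 0.45 and the viral mghv-miR-M1-2 at -0.66 on the log2 scale. Of the 100 regroupings of the arrays that were drawn, with genotype reassigned within each slide, 1 gave as many calls, and that was the real one, so chance alone can be excluded for the count without a replicate block. With the block, which pairs same-numbered arrays, the count was 0 and 0 of the 5 were kept, so the calls rest on leaving the arrays unpaired. Which miRNAs made up the count was less firm. MiR-136 was called in 15 of the 16 fits that left out an array, miR-379 in 8, miR-126-3p and miR-127 in 4 each, and mghv-miR-M1-2 in 2. Of the 12 alternatives that tested them, without those that left out an array or changed the threshold, 7 called miR-379, 6 miR-127, 4 miR-136 and 0 mghv-miR-M1-2; 1 of 13 called miR-126-3p. The count itself was 12 without WT no UV replicate 2, 10 without KO no UV replicate 4, 5 without WT no UV replicate 1, and 1 to 3 without any other array.

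MiR-136, miR-379 and miR-127 were also the 3 strongest calls in the comparison of KO with WT after irradiation, where 1 of the 35 splits of the 8 arrays, the real one, gave as many calls. Both contrasts use the same irradiated arrays, so this agreement is built in. For miR-136 every non-irradiated array lay at the floor, so its interaction is the irradiated difference itself, with no measured baseline. The 3 miRNAs lie within 116 kb of each other on chromosome 12 (110831102 to 110947295, mm9), in a run of miRNAs from 110801929 to 110981994. Of the 73 miRNAs of this run on the array, 9 were tested. A fall of the whole run stays open, since the floor hides the size of dim members. Of the other 6 tested members, miR-300 had the same pattern as the called ones, detected on 4 of 4 WT UV and 0 of 4 KO UV arrays. It was 1.60-fold higher in WT UV (limma adjusted p = 0.193), no strict bound because 1 WT UV array lay at the floor. The 2 members detected on all irradiated arrays, miR-487b and miR-494, had KO minus WT differences of 0.03 and 0.21 (SE 0.28 and 0.51), with a median of 0.12, against a median of -1.02 for the 3 that were called. MiR-370, detected on 4 of 4 WT UV and 3 of 4 KO UV arrays with none at the floor, differed by -0.20 (SE 0.26). None of these 3 members fell by as much as the called ones, but they are too few to speak for the run. A shared fall of some members stays open too: among untested miRNAs detected on an irradiated WT array, 2 of 2 in the run and 4 of 5 elsewhere were lower in KO (Fisher's exact p = 1), too few to decide. The Fisher's exact p for 3 of 5 calls falling in the run, 0.000414, was computed only because the run had been noticed.

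The position of the arrays also stays open for the 5 miRNAs called lower in irradiated KO skin, because WT and KO lay in different slide rows. On the other slide, where rows and genotypes were balanced, the same 5 differed between row 2 and row 1 by a median of -0.10, against a median KO minus WT of -0.68 after irradiation, and 0 of 228 miRNAs were called for row there, with 2 at an unadjusted p under 0.05. Among the 5, miR-127 and miR-379 differed by -0.36 and -0.33 between rows (unadjusted limma p of 0.245 and 0.0431), in the direction of their calls. MiR-379 was thus 1 of the 2. A row effect need not be equal on both slides, so it cannot be told apart from genotype for these miRNAs. An effect of the receptor on them in irradiated skin remains a hypothesis beside it.

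The viral mghv-miR-M1-2 should have no template in mouse skin. Its unnormalized signal was 43.2 ± 1.63 units in WT no UV and 43.8 ± 3.24 in KO no UV (SD, n = 4), a log2 difference of 0.019, smaller than the SD between arrays of 0.09, whereas the KO arrays were brighter by 0.54 on the log2 scale. The normalized difference was -0.49. On the irradiated slide its unnormalized signal was lower, at 31.8 ± 3.24 units in WT UV and 28.8 ± 2.65 in KO UV. Its unnormalized interaction was 0.163, against -0.66 after normalization. A candidate explanation for its place among the interaction calls is a constant background of its probes, which normalization scales down on brighter arrays. The signal was not constant between the slides, so this explanation does not cover the whole contrast. No biological explanation was tested. For miR-126-3p, whose KO UV values were tied, the interaction was 0.19 after scaling to the 75th percentile of the miRNAs detected on all arrays, so the size may owe much to the rank steps of the quantile normalization.

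In 105 groups of 4 arrays tested for a value far from the other 3, 10 held one, and chance gives about 5% of the groups, or 5.25. Of these, 5 had other values tied at a single level: miR-21-5p at 13.88 on both WT no UV replicate 2 and KO UV replicate 4 (others 14.59), miR-103 at 9.88 on KO no UV replicate 1 (others 9.98), miR-34c at 4.66 on WT no UV replicate 1 (others at the floor of 4.28), and miR-133a at 11.50 on KO UV replicate 2 (others 11.42). With 75th percentile scaling and no floor above 1 signal unit, 0 of the first 4 stayed far from their group, so ties are a candidate explanation for them. MiR-133a on KO UV replicate 2 stayed far, with 0.914 of the range between it and the nearest array, at 11.63 against 11.30 to 11.33, so ties are not the whole cause there; no biological explanation was tested for it.

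In another 4 groups the other 3 values were not all tied, though 2 of the 3 were in all but that of miR-145: mghv-miR-M1-2 at 5.37 on KO no UV replicate 4 (others 5.05 to 5.08), miR-322 at 7.27 on KO UV replicate 4 (others 7.55 to 7.59), miR-145 at 7.15 on WT no UV replicate 2 (others 6.50 to 6.60) and miR-133a at 13.25 on KO no UV replicate 3 (others 12.44 to 12.53). With the same scaling 0 of the 4 stayed past the limit, though miR-145 came close, with 0.793 of the range. Rank steps of the normalization are a candidate explanation for them, and differences between animals stay open. The local background of KO UV replicate 1 was 127.7 intensity units against 129.9 to 130.3 on the other KO UV arrays. Whether this carries into its signals stays open: before normalization the 360 miRNAs detected on no irradiated array had a median of -0.977 units on it and of -1.88 to 0.335 on the others, a spread about as wide as the gap in background of 2.16 units.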

How the results depend on the processing

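The alternative with no filter and a floor of 1 unit for miR-21-3p was chosen after seeing the data; all others were set before the data were examined. Where no cause is named, the cause was not tested.

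For KO minus WT without irradiation, the 0 calls became 5 (75th percentile of miRNAs detected on all arrays), 1 (75th percentile of all miRNAs), 6 (invariant set), 119 (no normalization), 10 (quantiles within each slide), 4 (processed spot signals), 2 (normexp), 9 (the authors' series table), 9 (no filter), 8 (only miRNAs detected on all arrays), 4 (floor of 1 unit), 10 (eBayes with trend and robust fitting) and 2 (the methods' threshold on the unadjusted p). It stayed at 0 with the replicate block, with only the groups compared, with slide row and at the methods' threshold on the adjusted p. With an array left out it ranged from 0 to 16, with 16 without WT no UV replicate 2, 5 without KO no UV replicate 4 and 0 otherwise.

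For KO minus WT after irradiation, the 5 calls became 3 (the authors' table), 0 (only miRNAs detected on all arrays, a filter that removes 4 of the 5), 3 (floor of 1 unit), 1 (slide row as covariate) and 1 (the methods' threshold on the adjusted p). The other alternatives gave 4 to 7, and leaving out an array 5 to 7. Of the main 5 calls, 1 was kept with a floor of 1 unit and 2 with the authors' table. Every call in this contrast was lower in KO under each alternative that kept every array and the threshold. Direction was not counted at the methods' threshold.

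UV minus none in WT went from 37 calls to 58 (invariant set), 58 (the authors' table), 56 (floor of 1 unit), 15 (the methods' threshold on the unadjusted p) and 9 (on the adjusted p), and to 30 to 43 with an array left out. In KO it went from 68 to 131 (no normalization), 33 (slide row), 16 and 3 (the methods' threshold, unadjusted and adjusted), and to 35 to 71 with an array left out (35 without KO no UV replicate 3, 43 without KO no UV replicate 1, 45 without KO UV replicate 1). The interaction went from 5 calls to 3 (75th percentile of miRNAs detected on all arrays), 1 (of all miRNAs), 2 (invariant set), 144 (no normalization), 3 (processed spot signals), 0 (normexp), 2 (the authors' table), 3 (no filter), 0 (only miRNAs detected on all arrays), 2 (floor of 1 unit), 0 (replicate block), 3 (trend and robust fitting), 0 (slide row), 3 (the methods' threshold on the unadjusted p) and 0 (on the adjusted p), and to 1 to 12 with an array left out (12 without WT no UV replicate 2, 10 without KO no UV replicate 4). Quantiles within each slide give no value for the UV contrasts or the interaction, nor the fit of only the groups compared for the interaction.

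The split of the calls moved with the scaling. UV in WT gave 21 higher and 16 lower calls, against 15 and 27 with the 75th percentile of miRNAs detected on all arrays, which shifts the median of all miRNAs by -0.13, 19 and 25 with processed spot signals, and 33 and 7 with no normalization. UV in KO gave 42 and 26, against 25 and 34 (75th percentile of miRNAs detected on all arrays), 33 and 32 (invariant set), 30 and 31 (processed spot signals), 36 and 43 (normexp), 38 and 41 (the authors' table) and 6 and 125 (no normalization). The interaction gave 4 higher calls and 1 lower. Each alternative that kept every array and the threshold, and made any call, gave 0 lower calls. The lower call, mghv-miR-M1-2, was kept in 2 of the 16 fits that left out an array. With no normalization the median of all miRNAs itself was 0.53, -0.25, 0.24, -0.52 and 0.78 in the 5 contrasts, in the order used above, so those counts carry the brightness of the arrays.

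All 5 calls in irradiated KO kept their sign under every alternative that tested them, as did the 37 UV calls in WT except under no normalization (35), and the 68 in KO except under no normalization (43) and processed spot signals (67).

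For miR-21-5p, KO minus WT without irradiation passed the threshold with quantiles within each slide (-0.67), with no filter, with only miRNAs detected on all arrays and with trend and robust fitting (-0.68 in all 3), and ranged from -0.87 to -0.61 with an array left out; over the alternatives its p ran from 0.0350 to 0.470, and without WT no UV replicate 2 it was called at -0.87. Its UV effect in KO lost the call with no normalization (0.17), slide row (0.59) and the exact permutation test (0.68), and ranged from 0.61 to 0.88 with an array left out, losing the call without KO no UV replicate 3. Its interaction changed sign with no normalization (0.41).

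For miR-21-3p, UV minus none in WT, -0.11 units, changed sign with no normalization (0.70 units), with the authors' table (0.00232 on the log2 scale) and in the added limma fit (0.037 on the log2 scale), and ranged from -1.22 to 1.34 units with an array left out. In the added limma fit UV minus none in KO passed the threshold (log2 -1.46, adjusted p = 0.0309), and KO minus WT after irradiation was -2.17 (limma adjusted p = 0.0271), though the signals are under the usual floor. That difference kept its sign, and the smallest p of its exact test, under all 6 other alternatives.

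Among the other named miRNAs, mghv-miR-M1-2 in KO minus WT without irradiation changed sign with no normalization (0.019). MiR-103 changed sign in the same contrast with the invariant set (0.016), no normalization (0.54) and processed spot signals (0.0052), and ranged from -0.046 to 0.019 with an array left out; after irradiation with no normalization (-0.14); for UV in WT with no normalization (0.17); for UV in KO with the 75th percentile of all miRNAs (0.056); and in the interaction with no normalization (0.68). MiR-196a in KO minus WT after irradiation ranged from -0.27 to 0.088 with an array left out, and changed sign without WT UV replicate 1 or KO UV replicate 3 (0.022).

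The replicate numbers of the labels did not pair the arrays throughout: deviations from the group means correlated at -0.35 to 0.38 across miRNAs between same-numbered arrays (15 of 24 pairs above 0.1) and at -0.62 to 0.75 between others (18 of 72). Every pair was above 0.1 for WT UV with WT no UV, and for WT UV with KO no UV, which were not compared. For UV in WT the block kept 32 of the 37 calls, and among the miRNAs named in that contrast changed the call of miR-103 alone. With the replicate block there were 0, 4, 38, 64 and 0 calls in the 5 contrasts.

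Signal over background limits the dim miRNAs most on the irradiated slide, where the lowest detected signal averaged 11.9 units against 4.17 on the other, and the software's median error per miRNA 7.79 against 4.32.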

Other observations

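The tests of the splits, of the background and slide in the UV contrasts, of the background gradient for miR-21-3p, of the muscle list and of the array brightness were chosen after the results were seen; those of noise for miR-21-3p and of the label of WT no UV replicate 2 were written before.

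For KO minus WT without irradiation the real count was 0, so all 35 splits of the 8 arrays had to give as many, and this comparison says nothing about the count. For UV minus none 1 of 35 splits, the real one, gave as many calls in WT, and likewise 1 of 35 in KO. Of the 8 splits in WT that part every same-numbered pair, the real one alone gave any calls, but 8 are too few to exclude chance by themselves. Over all splits chance can be excluded for the UV contrasts, but these real splits are also the splits by slide, and no value within a slide can be had.

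In irradiated skin miR-21-3p was lower on every KO array than on every WT array. MiR-21-3p was detected on 1 irradiated array. Of the 360 miRNAs detected on none, 7 (1.94%) had a difference as low as its -7.25 units, and 12 (3.33%) were lower on every KO array, where chance gives 1.43%. That set leaves out miRNAs that, like it, were seen on an irradiated array; of the 369 others detected on at most 1, a set chosen after the result was seen, 9 (2.44%) were as low. Both shares are under the 5% set in advance as the least that noise should give. Noise is still kept open, a reading made after the value was seen, because values this close to the floor exclude little and 5 tests gave an adjusted p of 0.143. A background gradient between the slide rows is argued against, in signals before normalization: KO minus WT had a median of 0.046 units over the 360 miRNAs (SD 2.45), against -6.96 for miR-21-3p. An effect of the receptor stays open as well. No rise with UV in WT was seen at this depth, where its signals were under the floor in both states.

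Of the miRNAs called, 14 were higher after UV in both genotypes, the smaller of their rises in normalized signal being 9.18 to 829 units. Before normalization they were higher in WT by 15.3 to 1026 units, whereas in KO 6 were higher and 8 lower, so that in KO most of the rises appear only relative to the dimmer arrays. A higher background left in the signals of the irradiated slide is argued against in WT, and for 5 of the 14 in KO. Of 292 miRNAs detected on no non-irradiated array, 0 were detected on an irradiated one, and before normalization their change on that slide had a median of -0.50 units in WT and -0.51 in KO, the highest being 13.6 and 11.6. All 14 exceeded this in WT, and 5 of the 14 exceeded it in KO. The 8 that fell in KO before normalization cannot decide, because the irradiated KO arrays were dimmer. Over both genotypes the 3 viral probe sets tested had a median UV effect of -0.22. In WT mghv-miR-M1-2 and mghv-miR-M1-8 were called lower, at -0.72 and -0.55 (limma adjusted p of 0.000599 and 0.00963). Probes that should have no template in mouse skin were thus called lower on the irradiated slide. A slide or scan effect that scales with signal cannot be told apart from UV, since each slide held 1 irradiation state.

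The cell type lists, none of which share a miRNA, were followed through the 5 contrasts in the order KO minus WT without and with irradiation, UV in WT and in KO, and interaction. Median log2 differences were 0.73, -0.22, -0.23, -1.04 and 0.91 for skeletal muscle (4 miRNAs), 0.19, 0.06, 0.44, 0.39 and 0.04 for keratinocytes (7), -0.33, -0.19, -0.15, -0.12 and -0.22 for leukocytes (7), 0.41, -0.00, -0.04, -0.45 and 0.41 for erythrocytes (2 of 3 tested), and 0.33, -0.22, 0.03, -0.25 and 0.45 for fibroblasts and vessels (5 of 6 on the array). Among the leukocyte miRNAs 2 were called for UV in WT and 3 in KO (3 and 3 adjusted over the list alone), among the erythrocyte ones 1 for UV in KO (1), and among those of fibroblasts and vessels 2 for UV in WT, 3 in KO and 1 in the interaction (3, 3 and 2, and 2 for KO minus WT without irradiation where 0 were called over all). With 75th percentile scaling the fibroblast and vessel median for UV in WT was -0.11. The keratinocyte list was higher after UV in 7 of 7 miRNAs in WT, with 4 called, and in 6 of 7 in KO, with 6 called, the same numbers when adjusted over the list alone. Its rise, 0.44 in WT, cannot be told apart from a slide or scan effect, since each slide held 1 irradiation state. A change in skin makeup after chronic UV stays open.

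All 4 skeletal muscle miRNAs were higher in non-irradiated KO than WT skin, by 0.67 to 0.83, and the highest value in any other list was 0.46. Over all tested miRNAs 0 of the 4 were called, and 4 when adjusted over the list alone; for the interaction these counts were 0 and 3. A difference in array brightness is argued against, as the median on the invariant set was 0.76. More muscle tissue in those samples cannot be told apart from a genotype effect on these miRNAs: the smallest rise of the list, 0.67, is what either would give. All 4 were detected on every array, and they were abundant in all groups, at 12.81 ± 0.37 and 13.48 ± 0.28 (log2 mean ± SD, n = 4) for miR-133b in WT and KO no UV; miR-1 was tied at the top value, 14.59, on the KO no UV arrays. After UV in KO all 4 were called lower, and a difference in how much muscle was sampled stays open there too.

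MiR-196a (chromosome 11, 96126501 to 96126522) and miR-196b (chromosome 6, 52180128 to 52180147), noticed after their values were seen, had normalized signals of 1.03 to 17.9 and 5.49 to 10.6 units on the 4 KO no UV arrays. On WT no UV replicate 2 they were 16.4 and 6.85, whereas the other 3 WT no UV arrays had 92.2 to 170 and 43.0 to 88.9. On irradiated arrays miR-196a was 116 to 250 in WT and 92.2 to 163 in KO, and KO minus WT was -2.02 without irradiation (limma adjusted p = 0.0635) and -0.15 after it (adjusted p = 0.991). The difference without irradiation passed the threshold under 8 of 14 alternatives (adjusted p from 0.0113 to 0.275) and, at -2.53, without WT no UV replicate 2. UV minus none in KO was 2.79 for miR-196a (limma adjusted p = 0.00379) and 1.39 for miR-196b (adjusted p = 0.0431), both called; that of miR-196b was lost in 7 of the 8 fits that left out an array, at adjusted p-values up to 0.105. On an axis of the miRNAs that separate the other non-irradiated arrays, with WT at 0 and KO at 1, WT no UV replicate 2 lay at 0.853, the other WT arrays at -0.30 to -0.01 and the KO arrays at 0.639 to 1.18. A mislabelled sample is a candidate explanation for this array. A swap with a KO no UV array is argued against, since the lowest KO position was 0.639. In the RefSeq table the miR-196 genes lie beside Hoxb9 and between Hoxa9 and Hoxa10, and a different site of sampling along the back is another open explanation, not tested here. The label was kept, and the array stayed in every main result; without it the non-irradiated genotype count went from 0 to 16.

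Non-irradiated KO arrays were brighter than WT ones, and 95.8% of the miRNAs detected on all arrays had a higher mean unnormalized signal there. A difference in the amount of labelled RNA is a candidate explanation, but it cannot be told apart from a general rise in miRNA content, as normalization removes both.

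At the thresholds of the methods, 3 miRNAs were called in the interaction on the unadjusted p, and 2 and 4 in KO minus WT without and with irradiation. The count quoted from the study above also covers acutely irradiated skin, which was not analysed here, so no direction is given.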
